A study of Mus musculus with 12 samples.

How the data were processed

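Whole kidneys of C57BL/6 mice aged 6 to 8 weeks were compared between wild-type animals (WT, n = 6) and animals without A1cf (A1cf KO, n = 6), and each library is named here by its animal number. Per the labels' protocols, kidneys were flash frozen, RNA was extracted with the miRNeasy kit, and libraries were made from 1 ug of total RNA with an Illumina TruSeq kit. The series describes the 12 libraries as biological replicates. The WT animals were 573, 590, 601, 776, 777 and 778, and the A1cf KO animals were 574, 584, 588, 591, 602 and 780.

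The values are counts of reads per gene that the authors deposited in 1 table of 46882 gene names. Per the file headers, the authors counted reads with featureCounts 1.5.0-p2 over exons grouped by gene name, from trimmed, merged and duplicate-marked alignments, with the GENCODE M8 annotation. The command in the header sets no strand, pair or duplicate option. Reads in exon sequence shared by genes on opposite strands could thus not be assigned by strand, and marked duplicates were not excluded. Per the submitters' processing notes, STAR and DESeq2 were used with the mm10 build, and their versions are not given in the sources used here. The strandedness of the kit is likewise not given in the sources used here. Counting by gene name gives no exon or isoform values, so splicing and RNA editing were not analysed here. Of the 46882 names, 17873 had no read in any library, 9 lay on more than 1 chromosome and 0 rows named no gene.

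Total counts per library ran from 26671705 in WT 776 to 52899139 in A1cf KO 574. The totals did not differ between genotypes beyond the spread between libraries (n = 6 each, exact two-sided permutation p = 0.75). To look for a library deposited more than once, the counts of all 66 pairs of libraries were compared over genes with at least 20 counts. The smallest chi-square per degree of freedom was 17.3, so no pair agreed within sampling noise. All 12 libraries had the Y-linked transcripts Ddx3y, Eif2s3y, Kdm5d and Uty, and Xist stayed between 0.057 and 0.45 CPM (on total counts without TMM scaling).

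Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr by genotype (16910 genes), scaled by TMM, and tested with the quasi-likelihood F test for genotype without a covariate. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. CPM values (counts scaled to a common total) use TMM-scaled library sizes, and log2 CPM values use a prior count of 2. Fold changes are A1cf KO relative to WT. Single measures per library were compared with exact two-sided permutation tests over all ways of dividing 12 libraries into 6 and 6, for which the smallest possible p is 0.0022.

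Before the data were examined, 49 gene lists for kidney cell types, pathways and stress responses were fixed, and 48 had at least 3 tested members. They were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and beside it with an estimated correlation and with fry. A1cf was left out of its own lists. Fry asks whether the members of a list move on balance in one direction, without comparing the list with other genes.

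The genes named were set by a rule fixed before the data were examined. It takes A1cf. It takes up to 14 genes with the highest and 14 with the lowest fold change past the threshold, at a mean of at least 1 CPM, with all A1cf KO libraries on one side of the WT mean and a symbol that is not a predicted gene. It takes up to 4 passing members per list, the 3 members with the smallest p of each called list without passing members, and at most 2 members with the highest CPM of a list that is neither called nor has a passing member. It also takes passing genes within 10 Mb of A1cf, the sex-linked genes, and the 10 genes with the smallest p if fewer than 10 pass. The 11 uncalled lists from which 2 members each were taken were picked after the list results were seen. Other genes were named after their values were seen, and this is said where they appear. Some genes that the rule takes, among them 1 of those past the threshold, are not reported here.

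Alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile scaling, no filter and a stricter filter on low counts, the DESeq2 1.42.0 Wald test, limma-voom, the robust form of the quasi-likelihood fit, a covariate for the animal number series (573 to 602 against 776 to 780), only the animals 573 to 602, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. Leaving mitochondrially encoded genes out before scaling was added after seeing the data, as were the estimated correlation and fry for lists with the series covariate or within animals 573 to 602. The labels give no batch. The animal numbers fall into 2 series, with 3 WT and 5 A1cf KO animals in 573 to 602 and 3 WT and 1 A1cf KO animals in 776 to 780, so that the series is uneven between genotypes.

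The fits were tested on simulated counts for this comparison, with 16910 genes at the means and spread of the real libraries. The edgeR test recovered 10% of genes changed 1.25-fold, 60% at 1.5-fold, 80% at 2-fold and 96% at 3-fold, with 5 false calls. DESeq2 recovered 24%, 68%, 88% and 96% at those sizes, with 25 false calls. Gene positions are those of the deposited table on mm10. The 3' untranslated regions used in the closing section come from the GENCODE M21 annotation of GRCm38, the same assembly. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.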

Results

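RNA was sequenced from whole kidneys of 6 WT and 6 A1cf KO mice to compare the kidney transcriptome with and without A1cf. A1cf encodes an RNA-binding protein first described as the partner of the cytidine deaminase APOBEC1 in editing of apolipoprotein B mRNA. Libraries held between 26671705 and 52899139 counts, and 16910 genes had enough counts to be tested.

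A1cf itself was close to absent from the A1cf KO libraries. The gene lies on chromosome 19 from 31868761 to 31949406 on the plus strand of mm10, and its 12 counted exon segments span 3828 bases. Its level was 54.5 ± 7.39 CPM in WT and 4.11 ± 1.07 CPM in A1cf KO (SD, n = 6 each), which is 7.54% of the WT level. Counts ran from 1446 to 2941 per library in WT and from 104 to 293 in A1cf KO, so every library matched its genotype label. The log2 fold change was -3.72 (SE 0.15, edgeR quasi-likelihood adjusted p = 6.0e-09), and the exact two-sided permutation p of 0.0022 was the smallest that 6 against 6 libraries can give. Counts per gene do not show which exons the remaining reads came from.

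Few other genes passed the threshold in the edgeR test. Past the threshold of 0.05, 8 genes were called including A1cf, of which 2 were higher and 6 lower in A1cf KO, and 6 besides A1cf are described here. Pex5, the receptor that brings enzymes into the peroxisome, fell from 94.6 ± 5.89 to 57.9 ± 2.28 CPM. Gbas (now named Nipsnap2), a mitochondrial protein gene, rose from 61.7 ± 3.13 to 99.1 ± 6.80 CPM. Exosc7, a subunit of the RNA exosome, fell from 30.4 ± 3.48 to 20.04 ± 0.56 CPM. Tusc3, a subunit of the oligosaccharyltransferase of the endoplasmic reticulum, fell from 36.2 ± 2.49 to 27.0 ± 1.54 CPM. Mn1, a transcriptional coregulator gene, rose from 2.08 ± 0.47 to 4.53 ± 0.73 CPM. Srpr, the alpha subunit of the signal recognition particle receptor, fell from 144 ± 5.11 to 119 ± 3.13 CPM. All values are mean ± SD with n = 6 per genotype, and the genotypes did not overlap for any of the 8 genes.

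**Figure D1:**
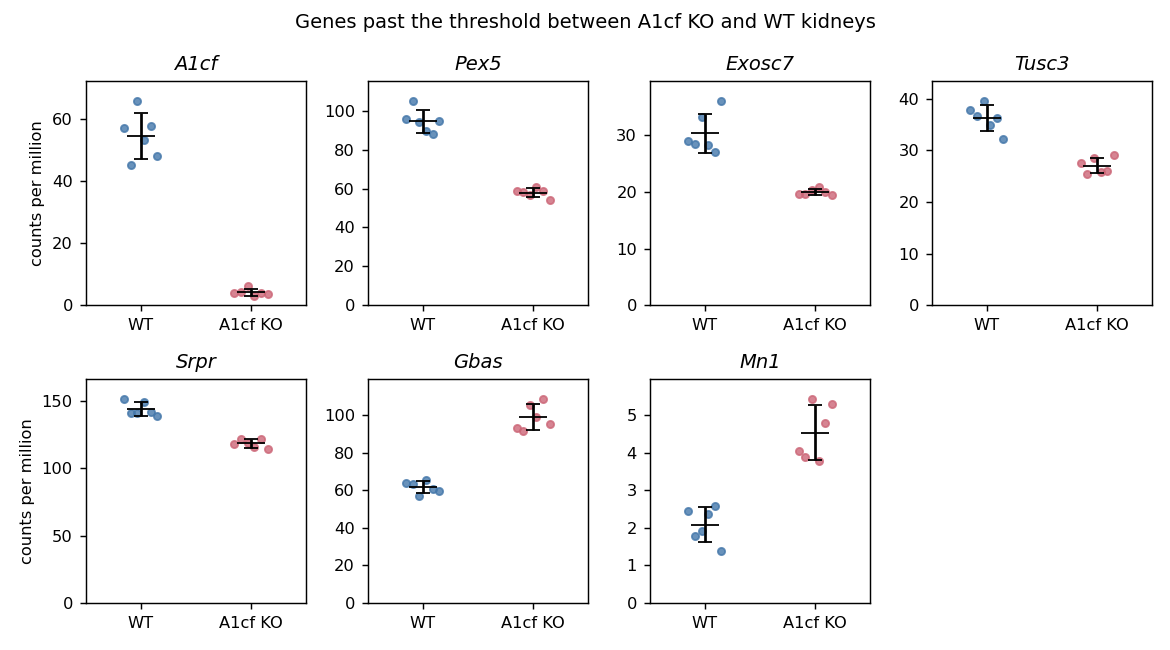
CPM (y axis, starting at 0) of 7 of the 8 genes past the threshold in each library, for WT (blue, n = 6) and A1cf KO (red, n = 6), with the mean and SD in black. The genotypes do not overlap for any of the 7 genes, and A1cf falls to 7.54% of the WT mean.

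In the edgeR quasi-likelihood test the log2 fold changes were -0.71 for Pex5 (SE 0.051, adjusted p = 5.3e-06) and 0.68 for Gbas (SE 0.055, adjusted p = 1.8e-05). Those of Exosc7 (-0.60), Tusc3 (-0.42), Mn1 (1.13) and Srpr (-0.28) had adjusted p between 0.0019 and 0.024. Pex5 lies on chromosome 6 from 124396816 to 124415067, and Gbas on chromosome 5 from 129725063 to 129758327. Exosc7 lies on chromosome 9 from 123113215 to 123136129, Tusc3 on chromosome 8 from 39005867 to 39165112, Mn1 on chromosome 5 from 111417362 to 111457033, and Srpr on chromosome 9 from 35200175 to 35247973. The exons of Srpr overlap Tirap and Fam118b on the other strand, and the counting used no strand, so its value is uncertain. The next genes by p were Dera, which encodes deoxyribose-phosphate aldolase (log2 fold change -0.44), and Scn4b, a sodium channel beta subunit gene (-0.29), both at adjusted p = 0.11.

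With a covariate for the animal number series, all 8 genes stayed past the threshold and 24 genes passed in all. Within animals 573 to 602 (3 WT, 5 A1cf KO) the log2 fold changes were -0.75 for Pex5, 0.70 for Gbas, -0.59 for Exosc7, -0.51 for Tusc3, 1.09 for Mn1 and -0.28 for Srpr. Mn1 (adjusted p = 0.16) and Srpr (adjusted p = 0.30) no longer passed there. In animals 776 to 780 the A1cf KO group holds 1 library, and the fold changes of these genes had the same signs. The DESeq2 test called 170 genes, 90 higher and 80 lower, among them all 8. Without a threshold on the adjusted value, 1751 genes had p under 0.05 by edgeR where chance gives 845.5 on average. Groups did not overlap for 142 genes (0.84%), where chance gives 0.22% on average. Neither count was compared with other divisions of the libraries, so a broad effect of genotype cannot be read from them.

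No neighbour of A1cf passed the threshold. Of 127 other tested genes within 10 Mb on chromosome 19, 0 passed in the edgeR test against 7 of 16782 elsewhere (Fisher's exact test, two-sided p = 1). With so few calls elsewhere, 0 calls here would be likely in any case, so this test cannot decide on a local effect. At an unadjusted p under 0.05 there were 15 of the 127 (11.8%) and 1735 elsewhere (10.3%). DESeq2 called 1 gene in this window, the transporter gene Slc16a12 (log2 fold change 0.27, adjusted p = 0.018), which is named after its value was seen.

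Marker genes of the loop of Henle were lower in A1cf KO kidneys. All 10 tested members of the list had a negative fold change, with a median log2 fold change of -0.37, and 9 fell when adjusted over the list alone. By edgeR, 0 passed over all genes tested and 9 had an unadjusted p under 0.05, and DESeq2 called 4. Umod, which encodes uromodulin, the main protein made by the thick ascending limb, was at 3084 ± 326 CPM in WT and 2218 ± 213 CPM in A1cf KO (log2 fold change -0.48, adjusted p = 0.11 over all genes). Tmem72 was at 107 ± 15.8 and 80.2 ± 6.36 CPM, and Ppp1r1a at 183 ± 15.2 and 137 ± 21.0 CPM (n = 6 each, adjusted p = 0.15 over all genes for both). The list was called by camera with the preset correlation (adjusted p = 9.3e-10) and by fry (adjusted p = 0.0081). It was not called with an estimated correlation (adjusted p = 0.12). The mean log2 CPM of the list per library was 7.66 ± 0.11 in WT and 7.30 ± 0.12 in A1cf KO. It was lower in 6 of 6 A1cf KO libraries than in any WT library (exact two-sided permutation p = 0.0022, adjusted p = 0.022 over 10 library measures). Those measures include the means of only some of the 48 lists, so this adjusted p does not cover the choice of this list. Within animals 573 to 602 the median log2 fold change was -0.27 (camera adjusted p = 7.7e-06, and adjusted p = 0.50 with an estimated correlation and 0.24 by fry), and the only A1cf KO animal of the other series had a mean of 7.31 against 7.68 to 7.82 in its WT animals.

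Lists for the segments beyond the loop were lower as well. In all 11 markers of intercalated cells of the collecting duct the fold change was negative (median -0.23), as in all 9 of principal cells (median -0.26) and all 9 of the distal convoluted tubule (median -0.22). The adjusted p by camera with the preset correlation was 6.7e-04, 0.0051 and 0.0088, and it was 0.57 for each with an estimated correlation. Adjusted over the list alone, 1 intercalated cell marker fell, Atp6v1b1, a proton pump subunit (123 ± 14.2 to 102 ± 6.55 CPM). Likewise 1 principal cell marker fell, Scnn1b, a subunit of the epithelial sodium channel (70.5 ± 8.17 to 58.7 ± 3.98 CPM). Over the list alone 0 distal convoluted tubule markers passed, 3 had an unadjusted p under 0.05 by edgeR, and DESeq2 called 0. In that list, Slc12a3, the thiazide-sensitive transporter, was at 971 ± 125 and 836 ± 91.1 CPM. The intercalated cell median was -0.12 without WT 776 (adjusted p = 0.017), -0.15 with the series covariate (0.014) and -0.14 within animals 573 to 602 (0.011). The principal cell call was lost within animals 573 to 602 (median -0.13, adjusted p = 0.074), and the distal convoluted tubule call was lost without WT 601 (adjusted p = 0.070) or without WT 776 (adjusted p = 0.071).

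Proximal tubule markers were not called (median 0.08, 14 of 20 positive, adjusted p = 0.086), though they were without WT 590, WT 601 or A1cf KO 584 (adjusted p = 0.016, 0.016 and 0.019). The median ran from 0.049 to 0.15 when 1 library was left out. It was 0.025 with the series covariate (adjusted p = 0.73) and turned negative within animals 573 to 602 (-0.064, adjusted p = 0.45). Kap, an androgen-regulated transcript of the proximal tubule, was at 31080 ± 4143 CPM in WT and 35425 ± 5364 CPM in A1cf KO. Genes with higher levels in male kidney were called higher (median 0.33, 12 of 13 positive, adjusted p = 1.4e-04, and adjusted p = 0.57 with an estimated correlation). The median was 0.18 without A1cf KO 780 (adjusted p = 0.0013) and 0.19 within animals 573 to 602 (adjusted p = 0.043). Of these, 3 rose when adjusted over the list alone, the transporter gene Slco1a1 (236 ± 61.0 to 387 ± 139 CPM), Cyp2e1 (1774 ± 273 to 2369 ± 374 CPM) and Cyp4a12a (190 ± 52.6 to 271 ± 47.0 CPM). All 12 libraries carried Y-linked transcripts, whose sum, per total counts without TMM scaling, differed by at most 0.49 log2 units.

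**Figure D2:**
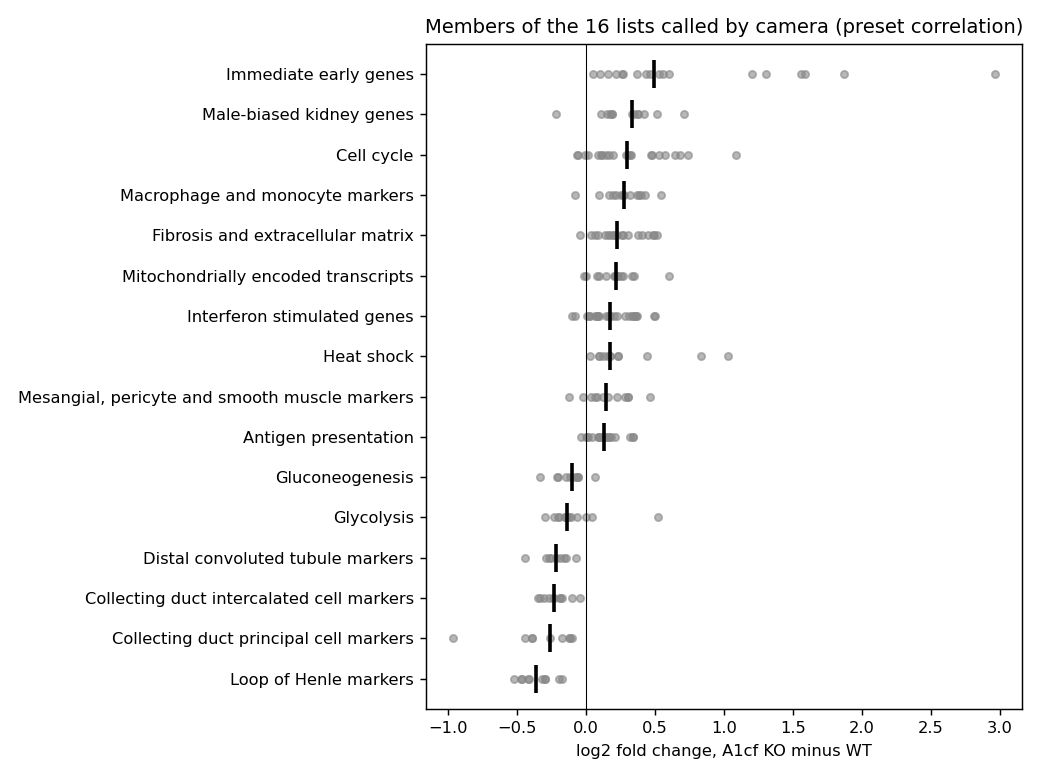
Log2 fold change (x axis, A1cf KO relative to WT) of each tested member (grey points) of the 16 lists called by camera with a preset correlation, with the median of each list as a black bar. The loop of Henle list has the lowest median (-0.37), and no list was called with an estimated correlation.

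Energy metabolism lists moved in both directions. Transcripts encoded by the mitochondrial genome were higher (median 0.22, 14 of 15 positive, adjusted p = 2.0e-05, and adjusted p = 0.57 with an estimated correlation). Adjusted over the list alone, 2 rose, mt-Nd5 (7569 ± 679 to 9521 ± 564 CPM) and mt-Nd2 (9232 ± 1384 to 11758 ± 1184 CPM). The mitochondrial share of all counts was 10.2 ± 0.99% in WT and 11.7 ± 0.58% in A1cf KO (exact permutation p = 0.017, adjusted p = 0.072), and the share of the 10 most abundant genes was 16.8 ± 0.96% and 18.3 ± 0.92% (exact permutation p = 0.022, adjusted p = 0.072). Nuclear genes for oxidative phosphorylation were not called (median -0.03, adjusted p = 0.34). They were called lower with the series covariate (-0.083, adjusted p = 0.032), within animals 573 to 602 (-0.10, 0.0042) and without WT 777 (-0.070, 0.020), and the first 2 were not called with an estimated correlation (adjusted p = 0.67 and 0.62). When 1 library was left out, the median of this nuclear list ran from -0.076 to 0.014, so its sign was not stable. Glycolysis genes were lower (median -0.14, 11 of 13 negative, adjusted p = 0.0019, and adjusted p = 0.57 with an estimated correlation). Over the list alone 0 passed, 6 had an unadjusted p under 0.05 by edgeR, and DESeq2 called 0. Hk1, a hexokinase gene, was at 111 ± 12.9 and 90.4 ± 15.3 CPM, and Eno1, an enolase gene, at 838 ± 75.7 and 727 ± 51.6 CPM. Gluconeogenesis genes were lower (median -0.10, 9 of 10 negative, adjusted p = 0.036, and adjusted p = 0.57 with an estimated correlation). That call was lost without any of WT 590 (adjusted p = 0.061), WT 601 (0.12), WT 778 (0.094), A1cf KO 574 (0.12), A1cf KO 584 (0.11) or A1cf KO 591 (0.051).

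Of 5 immune lists, 3 were called higher in A1cf KO. Macrophage and monocyte markers had a median of 0.27 with 13 of 14 positive (adjusted p = 5.0e-05). Ctss, a lysosomal protease gene (10.6 ± 1.31 to 13.8 ± 1.09 CPM), and Itgax, an integrin gene (2.34 ± 0.25 to 3.41 ± 0.74 CPM), rose when adjusted over the list alone. Interferon stimulated genes had a median of 0.18 with 23 of 25 positive (adjusted p = 0.0018), and Gbp3, a guanylate-binding protein gene, rose over the list alone (6.19 ± 0.66 to 8.66 ± 1.72 CPM). Without A1cf KO 584 the interferon median was 0.11 (adjusted p = 0.049). Antigen presentation genes had a median of 0.13 with 18 of 19 positive (adjusted p = 0.0019), and B2m, the light chain of class I molecules, rose over the list alone (166 ± 15.2 to 209 ± 14.6 CPM). With an estimated correlation these 3 lists had an adjusted p of 0.57. Lymphocyte markers were not called (median 0.12, mean 0.06, 10 of 15 positive, adjusted p = 0.49), though they were with the series covariate (median 0.24, adjusted p = 0.033) and within animals 573 to 602 (0.43, 0.0048). With an estimated correlation the adjusted p was 0.46 and 0.52 in those 2 settings. The lymphocyte median ran from -0.04 to 0.29 when 1 library was left out. Complement and coagulation genes were not called (median 0.19, 13 of 18 positive, adjusted p = 0.16), though they were without WT 776 (adjusted p = 0.037) or A1cf KO 588 (0.018), with medians from 0.14 to 0.27 over 25 alternatives.

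Extracellular matrix genes were higher (median 0.23, 18 of 19 positive, adjusted p = 2.8e-04). Over the list alone 0 passed, 4 had an unadjusted p under 0.05 by edgeR, and DESeq2 called 0. The collagen gene Col1a1 was at 10.3 ± 3.55 CPM in WT and 14.8 ± 3.34 CPM in A1cf KO. Mesangial, pericyte and smooth muscle markers were higher (median 0.14, 10 of 12 positive, adjusted p = 0.036), with Rgs5, a pericyte marker, at 47.6 ± 9.90 and 58.8 ± 11.4 CPM. Both lists had an adjusted p of 0.57 with an estimated correlation. The mesangial median was 0.28 with the series covariate and without WT 777, and 0.27 within animals 573 to 602. The mesangial call was lost with 1 surrogate variable (adjusted p = 0.053) and without WT 573 (0.14), WT 601 (0.23), A1cf KO 602 (0.084) or A1cf KO 780 (0.26). Cell cycle genes were higher (median 0.30, 19 of 22 positive, adjusted p = 0.0022, and adjusted p = 0.57 with an estimated correlation). Ccnb2, a mitotic cyclin gene, rose over the list alone from 0.80 ± 0.23 to 1.71 ± 0.58 CPM. The cell cycle call was lost without A1cf KO 602 (median 0.17, adjusted p = 0.063) and with the series covariate (0.21, adjusted p = 0.099).

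Immediate early genes were higher (median 0.49, 18 of 18 positive, adjusted p = 7.5e-04), and so were heat shock genes (median 0.17, 12 of 12 positive, adjusted p = 4.0e-04). With an estimated correlation the adjusted p was 0.57 for both. Atf3, a stress-induced transcription factor gene, rose over the immediate early list alone from 2.13 ± 0.71 to 6.27 ± 3.93 CPM. A1cf KO 584 had the highest immediate early mean (5.66 log2 CPM), and without it the median was 0.19 and the call was lost (adjusted p = 0.11). Per library, the immediate early mean did not differ beyond the spread (3.52 ± 0.58 and 4.17 ± 0.90 log2 CPM, exact permutation p = 0.16, adjusted p = 0.33). Hspa1a, an inducible HSP70 gene, was at 8.91 ± 3.37 CPM in WT and 18.2 ± 17.1 CPM in A1cf KO, where A1cf KO 591 stood at 52.4 CPM. The heat shock call was lost within animals 573 to 602 (adjusted p = 0.082).

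The other lists tied to known roles of A1CF were not called in the main test. Its partners and RNA editing factors had a median of 0.04 (9 of 12 positive, adjusted p = 0.30). This list was called higher with the series covariate (median 0.078, adjusted p = 0.042) and within animals 573 to 602 (0.14, 0.041), but not with an estimated correlation (adjusted p = 0.46 and 0.50) or by fry (0.21 and 0.32). Its median ran from 0.007 to 0.14 over 25 alternatives. Rbm47, an RNA-binding cofactor of APOBEC1, was at 160 ± 13.1 and 185 ± 10.7 CPM (adjusted p = 0.30). Fructose and sorbitol metabolism had a median of -0.14 (6 of 8 negative, adjusted p = 0.28), and was called lower without A1cf KO 780 (-0.19, adjusted p = 0.049). Over 25 alternatives its median ran from -0.19 to -0.068, the latter with the series covariate. Over that list alone 1 gene rose, Aldh1b1 (log2 fold change 0.72), and 1 fell, the fructose transporter gene Slc2a5 (-0.41), both named after their values were seen. Urate transport (median 0.04, adjusted p = 0.78), lipoprotein assembly and uptake (-0.03, 0.49), cholesterol biosynthesis (-0.01, 0.67) and fatty acid oxidation (0.01, 0.71) were likewise not called. Over 25 alternatives the median ran from -0.032 to 0.065 for urate transport and from -0.13 to 0.066 for lipoprotein assembly and uptake. For fatty acid oxidation it ran from -0.038 to 0.076. For urate transport and fatty acid oxidation the mean was negative (-0.02 each) while the median and the test pointed higher. Cholesterol biosynthesis was called lower within animals 573 to 602 (-0.12, 0.013), but not with an estimated correlation (adjusted p = 0.52), and its median ran from -0.12 to 0.05 over 25 alternatives. Epithelial mesenchymal transition genes (0.01, 0.49), endothelial markers (0.03, 0.49) and adipocyte markers (0.78, 0.49) were not called either. The epithelial mesenchymal transition median ran from -0.021 to 0.11 over 25 alternatives. Without A1cf KO 588 the adipocyte list was called higher (median 1.03, adjusted p = 3.7e-04), so that call depends on this 1 library. The adipocyte median fell to 0.26 without A1cf KO 602 and to -0.06 with limma-voom (adjusted p = 0.93 and 0.62). The endothelial list was called higher within animals 573 to 602 (0.36, 7.8e-08) and with the series covariate (0.31, 3.0e-06), but not with an estimated correlation (adjusted p = 0.50 and 0.46) or by fry (0.31 and 0.19), and its median ran from -0.07 to 0.36 over 25 alternatives. Tubular injury markers were not called (adjusted p = 0.060), with a median of -0.01 and a mean of 0.24. They were called in 5 of 25 alternatives, among them within animals 573 to 602 (adjusted p = 0.023), without WT 777 (0.011) and without A1cf KO 780 (0.018), with medians from -0.04 to 0.12 over all 25. Within animals 573 to 602 they were not called with an estimated correlation (adjusted p = 0.50) or by fry (0.24). Over that list alone 3 rose, Ccl2 (log2 fold change 1.56), Cxcl10 (1.18) and Timp1 (0.89), all named after their values were seen.

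**Figure D3:**
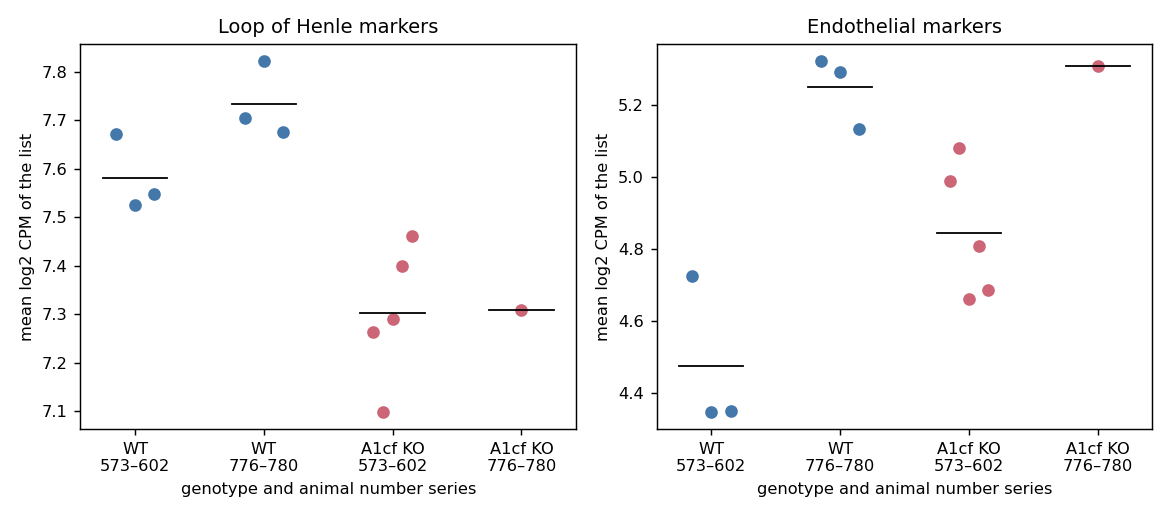
Mean log2 CPM per library (y axis, which does not start at 0) of the loop of Henle list and the endothelial list, by genotype (WT blue, A1cf KO red) and animal number series, with group means as black lines. Loop of Henle means separate the genotypes, and endothelial means are 5.13 or higher in all 4 libraries of animals 776 to 780 and 5.08 or lower in the other 8.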

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

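The tests of the series as a cause, of linkage to A1cf, of other divisions of the libraries and of equal falls among the loop of Henle markers were chosen after the results were seen, and the exact permutation of Cochran's Q was added after the values of Q. The tests of the medulla, of depth and of fat were set before.

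Single libraries stood apart from the rest of their genotype in 12 of 186 groups of 6 values, where chance gives about 9.3, and 11 are given here. A1cf KO 588 had an adipocyte marker mean of 0.87 log2 CPM against 4.72 to 6.27 in the other A1cf KO libraries. A1cf KO 591 had Hspa1a at 52.4 CPM (others 8.67 to 17.5), Dnajb1 at 92.0 CPM (others 38.3 to 51.2) and Scn4b at 44.7 CPM (others 39.4 to 40.9). WT 573 had Nr4a1 at 28.7 CPM (others 4.08 to 10.6). WT 776 had the lowest total, 26671705 counts (others 44931830 to 52156902), and Oasl2 at 12.5 CPM (others 7.10 to 8.52). A1cf KO 602 had C1qc at 17.6 CPM (others 11.8 to 13.3), and WT 590 had Dnajb11 at 78.3 CPM (others 64.1 to 68.3). A1cf KO 588 had Scnn1g at 44.1 CPM (others 32.8 to 36.2). A1cf KO 584 had the lowest mean of mitochondrially encoded genes, 8.70 log2 CPM (others 8.88 to 8.92).

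The first pattern is the set of 8 genes past the threshold. Of 100 divisions of the 12 libraries into 6 and 6, 1 gave as many genes by edgeR, the real one with 8, and the highest of the others gave 1, so chance can be excluded for this count. The uneven animal number series is argued against, since 8 of the 8 genes stayed past the threshold with a covariate for it. Strain alleles linked to A1cf in the called genes themselves are argued against: 0 of the other 7 lie within 20 Mb of A1cf. Linked alleles that act on genes elsewhere were not tested and stay open. Unlinked strain alleles fixed in either genotype, the exon overlap of Srpr with Tirap and Fam118b, and a response to the loss of A1cf stay open and were not tested.

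The second pattern is the lower loop of Henle list. The uneven series is argued against, since the median log2 fold change was -0.35 with a covariate for it. Less medulla in the A1cf KO samples cannot be told apart from a change within cells: 8 medulla and osmolyte genes outside the list had a median log2 fold change of -0.057 and a mean difference of -0.10 (SE 0.17 between libraries), too imprecise beside the -0.18 that marked the bound. Over the whole list the fold changes differed beyond their errors (Cochran's Q p = 0.026, exact permutation p = 0.035). A loss of loop cells need not lower members shared with other segments alike, so this test cannot decide on it. Members shared with other segments were left out only after that result was seen, and for the remaining 7 members (Cochran's Q p = 0.89, exact permutation p = 0.39) such a loss stays open, as does a response of loop cells to the loss of A1cf.

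The third pattern is the difference between animal number series, where 490 genes passed with genotype in the model, 355 higher and 135 lower in animals 776 to 780. Of 100 divisions into 8 and 4 libraries, 1 gave as many, the real one, and the highest of the others gave 164, so chance can be excluded. Depth is argued against: after thinning every library to 26671705 counts, 490 genes were again called, 431 of them shared. Perirenal fat is argued against as the whole cause: 299 of the 490 genes passed with the adipocyte mean as a covariate. Over all 490 the median size of the log2 fold changes was 0.60 before and 0.57 after. The labels do not say what parts the series, and litter, date, dissection and library preparation stay open, as untested.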

How the results depend on the processing

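No paired analysis was possible because the groups share no replicate numbers. The covariate for Y-linked expression was not run, because the libraries differ by 0.49 log2 units (on total counts without TMM scaling), and the alternatives for normalized values do not apply to counts. The A1cf log2 fold change lay between -3.88 and -3.64 over 23 alternatives. A1cf, Pex5, Gbas, Exosc7 and Tusc3 passed in 23 of 23, Mn1 in 19 and Srpr in 13, and no called result reversed. The DESeq2 test called 170 genes, 90 higher and 80 lower, and 1 near A1cf. The covariate for the animal number series gave 24 genes, 11 higher and 13 lower. Leaving out each library gave 6 to 12 genes, with 1 to 4 higher and 5 to 8 lower. The count was 12 without WT 590, and Mn1 and Srpr were both lost without WT 601, A1cf KO 588 or A1cf KO 780. Of the 16 lists called, 0 were called with an estimated correlation (3 of the 48 at an unadjusted p under 0.05) and 1 by fry. The estimated correlation of those 16 lists ran from 0.14 (principal cells) to 0.51 (immediate early genes), above the preset 0.01. The preset calls thus assume less correlation between members than these libraries show. For the other changes the cause was not tested, except that fewer libraries enter where some are left out. By DESeq2, 3 of 40 divisions of the libraries gave at least as many genes as the real one (170), and the highest of the others gave 743, so chance cannot be excluded for that count. The median of the other 39 divisions was 2 genes. The 2 that reached as many held animals 776 to 780 as 3 against 1 (743 genes) and all on the same side (353 genes), so the series was not balanced in these divisions. With the series covariate 23 lists were called by camera, 0 with an estimated correlation and 2 by fry, and within animals 573 to 602 there were 22, 0 and 0. The edgeR test recovered 60% of simulated 1.5-fold changes, so smaller changes would often be missed at this depth and number of animals. Recovery in the real libraries was not measured. It depends on how many genes change, because the adjusted p does, and it may be lower than in the simulation.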

Other observations

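The tests of sites in 3' untranslated regions were set before their results, and the reversed control motif, the matching of older gene names and the tests by animal number series were added after seeing the data.

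Kidneys of animals 776 to 780 had higher levels of vascular genes than those of animals 573 to 602. With genotype in the model, 9 of 12 endothelial markers rose (median log2 difference 0.70, camera adjusted p = 3.2e-13, fry adjusted p = 0.0041, and adjusted p = 0.40 with an estimated correlation). The genes named in this paragraph were chosen after their values were seen. Notch4, an endothelial receptor gene, was at 17.3 ± 1.71 CPM in the 8 libraries of animals 573 to 602 and 32.0 ± 3.42 CPM in the 4 of animals 776 to 780, and Flt1, a receptor gene for vascular endothelial growth factor, at 33.1 ± 5.21 and 61.4 ± 8.11 CPM. Of the mesangial, pericyte and smooth muscle markers 5 of 12 rose (median 0.44, camera adjusted p = 3.3e-05, fry adjusted p = 0.0041, and adjusted p = 0.40 with an estimated correlation). The immunoglobulin gene Igkc was at 23.9 ± 9.19 and 59.7 ± 10.8 CPM, while Hao2, a peroxisomal oxidase gene, was at 381 ± 75.9 and 223 ± 27.0 CPM. Other lists differed as well: 15 of 48 were called by camera, 10 higher and 5 lower, with 0 called with an estimated correlation and 2 by fry. Among them, matrix genes (median 0.28, adjusted p = 2.7e-04) and podocyte markers (0.32, 9.3e-04) were higher, and proximal tubule markers (-0.18, 0.0023) were lower. By edgeR the genotype effect differed between the series for 0 genes, with 644 at an unadjusted p under 0.05 where chance gives 845.5. That test rests on 1 A1cf KO library in animals 776 to 780, so it cannot show that the effect is the same in both series, and no other tool was run for it.

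The series is uneven between genotypes, with 5 A1cf KO animals in the lower numbers and 1 in the higher. With the series as a covariate, endothelial markers were called higher in A1cf KO by camera (median log2 fold change 0.31, 12 of 12 positive, adjusted p = 3.0e-06), but not by fry (adjusted p = 0.19) or with an estimated correlation (adjusted p = 0.46), and the mean of the list did not pass a permutation of genotype within series (exact p = 0.054). The mesangial, pericyte and smooth muscle list had a median of 0.28 with 12 of 12 positive (fry adjusted p = 0.021, exact p within series = 0.013, and adjusted p = 0.25 with an estimated correlation). The smallest p that the 224 assignments allow is 0.0045. The edgeR test called 16 genes with this covariate and not without it, 9 higher and 7 lower. Those with the smallest p in each direction were Pxdn (log2 fold change 0.58) and Rgs5 (0.50), and Ugt2b34 (-0.82) and Dera (-0.49), named after their values were seen.

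A hypothesis was that transcripts with the AU-rich A1CF motif WTAATTR in the 3' untranslated region change when A1cf is missing. Within bins of similar length, the median log2 fold change of 4722 genes with a site lay 0.0204 above that of genes without a site, among 14276 genes. The permutation p was 0.001, the smallest that 1000 permutations can give. Genes and not libraries were permuted, so this p does not take in the spread between animals. Without matching older gene names the difference was 0.0186, so it falls on either side of the bound of 0.02 that had been set. The reversed motif, with the same bases, gave 0.0223. A stretch of TTAATT can be part of both motifs, and genes with only the tested motif were not examined apart. The control thus cannot show whether the shift is specific to the motif, and the test does not decide whether A1CF sites are involved. Of the 7 called genes other than A1cf, 4 had a site, and their 0.58 sites per kb stood at percentile 85.6 of random sets of 7 genes, which does not decide either. Without the older name of Gbas, the other 6 genes stood at percentile 92.2.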
